A study of Mus musculus with 32 samples. Its data were reported in "Targeting miR‐34a/Pdgfra interactions partially corrects alveologenesis in experimental bronchopulmonary dysplasia" (2019).

How the data were processed

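MicroRNA (miRNA) levels were measured in total RNA from the lungs of 32 mouse pups, with 1 array per pup and 4 pups in each of 8 groups. The groups combined 2 exposures from the day of birth, normoxia or hyperoxia (raised oxygen), with harvest at postnatal day 2.5, 3.5, 5.5 or 14.5 (P2.5, P3.5, P5.5 and P14.5). Groups were taken from the deposited sample labels. Per the labels, lungs were flushed with buffer until white, and the euthanasia agent differed between P14.5 and the earlier ages.

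Per the file headers, each array was a mouse miRNA array with miRBase 17 names, scanned in 1 colour (Cy3), with probe positions on the mm9 genome build. The deposited scanner files held fluorescence intensity per spot on a linear scale, after subtraction of a fitted spatial background and without scaling between arrays. They also held, per the file headers, other values per spot, which are 0 or 1 flags for signal well above background, saturation and outlying pixels. The values in the deposited series table were log2 signals per miRNA. They ranked the miRNAs exactly as the scanner software's total gene signal of the same array did on all 32 arrays (Spearman correlation across miRNAs 1). The highest 224 of the 1157 sorted values were the same in all columns of that table, as quantile normalization between arrays would give. Below these the columns were not all the same, so the table was taken as quantile normalized from its upper values alone. The way the authors made that table was not stated. All 32 of its columns were assigned to a sample, and 0 were left over.

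The array carried 2754 probes for 1079 mouse miRNAs, with 1 to 4 probes per miRNA. Processed spot signals of a probe were averaged, leaving out spots with an outlier flag. Each array was scaled to its 75th percentile over the 205 probes (7.44%) that were well above background on all arrays, and brought to the median 75th percentile of 1166. A miRNA's signal was the mean of its probes' linear signals. Signals below 2.30 scaled units (log2 1.20) were raised to that floor, which was the median over arrays of the scanner software's scaled additive error, and log2 was taken. The floor was chosen after the files had been opened and before any comparison was fitted. A miRNA was called detected on an array when at least 1 of its probes was well above background on more than 0.5 of its spots. It was tested in a comparison when it was detected on all 4 arrays of at least 1 group. Probes for 29 miRNAs of a mouse cytomegalovirus and 28 of a mouse gammaherpesvirus were left out of the tests.

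Comparisons were fitted with limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3 with data.table (version 1.17.8), and p-values were adjusted over the miRNAs tested by the Benjamini-Hochberg method at 0.05. Hyperoxia was compared with normoxia at each age on the 8 arrays of that age. An 8-group fit of all 32 arrays gave the hyperoxia effect averaged over the 4 ages and an F test of whether it differed between ages. P14.5 was compared with P2.5 within the 16 normoxia arrays and within the 16 hyperoxia arrays. Beside the limma fit of miR-34a-5p, an exact two-sided permutation test of 4 against 4 arrays was made, whose smallest possible p is 0.0286. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

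The comparisons, tests and filters, the rule for naming miRNAs, the 7 miRNA lists and 15 alternative settings were chosen before the data were examined. At each age, the rule named the 5 largest changes among miRNAs past the threshold whose hyperoxia and normoxia arrays did not overlap, or the 3 smallest p where none passed. For the average over ages and the age contrasts it named the 3 largest rises and 3 largest falls past the threshold. For the test of a difference between ages it named the 5 smallest p. Members of the miR-34 family were always given.

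A fold change against a group in which a miRNA was never well above background was given as a lower limit, with the dim group set to the lowest signal that was well above background on its arrays. For named miRNAs detected on part of the dim group but lying below those limits on some or all of its arrays, the change to the limits was added after the data had been seen where it altered the reading. The 7 lists held erythroid miRNAs (4), muscle and heart miRNAs (7), the miR-17 clusters (13), the Dlk1-Dio3 region of chromosome 12 (40), the let-7 family (9), the miR-29 family (3) and the miR-200 family (5). They were tested with camera (preset correlation 0.01) in 5 contrasts, which made 35 tests adjusted together.

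The alternatives fixed beforehand were the 75th percentile over all probes, quantile normalization, normexp background correction (offset 50), the brightest probe per miRNA, the scanner software's total gene signal, a higher floor, the deposited series values, no detection filter, detection on every array, slide as a fixed or a random block, a fit of all 32 arrays, the methods' t-test (Welch's, with Benjamini-Hochberg), and fry or an estimated correlation for the lists. Each of the 32 arrays was also left out in turn. Another 3 alternatives were added after the data had been seen, namely leaving out 3 arrays of low labelling, limma array weights, and the labelling spike-in signal as a covariate.

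The fits were checked on simulated data, made with a log2 change of 1 planted in 40 miRNAs in 20 simulations per comparison. The share of planted changes recovered was 94.3% at P2.5, 88.9% at P3.5, 93.0% at P5.5 and 43.3% at P14.5, where replicates varied more. It was 96.5% for the average over ages, 52.8% for the test between ages, 88.8% for the normoxia age contrast and 62.0% for the hyperoxia age contrast. False calls made up 3.36% to 4.96% of calls. The simulated noise was independent between miRNAs, with 1 spread per miRNA shared by all groups of a fit. The real groups did not share 1 spread, since replicates varied most in the P14.5 hyperoxia group. These shares therefore do not give the rate of false or missed calls on the real arrays. The number of arrays limits the precision of every value.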

Results

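The data described miRNA levels in the lungs of 32 mouse pups, 4 in normoxia and 4 in hyperoxia at each of P2.5, P3.5, P5.5 and P14.5. Each array held 47604 spots, of which 45440 carried miRNA probes, and 0 were saturated. Between 12.3% and 25.3% of miRNA spots were well above background, and between 3.61% and 7.20% carried an outlier flag. The 75th percentile signal ran from 198 to 1694 intensity units per array, and between 165 and 331 miRNAs were detected per array. In all, 319 miRNAs were detected on all 4 arrays of at least 1 group, and 130 on all arrays.

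The signal of the labelling spike-in, a synthetic RNA added to each sample, was outside the scanner software's accepted range on 3 arrays, all of P14.5. These were normoxia replicate 28 (log10 signal 2.42) and hyperoxia replicates 29 (2.46) and 31 (2.13). Their 75th percentile signals were 432, 301 and 198, and 223, 206 and 165 miRNAs were detected on them. The lowest Pearson correlation between replicates, across miRNAs, was 0.812 in the P14.5 hyperoxia group and at least 0.975 in each of the other 7 groups. The median SD over miRNAs was 0.68 log2 units in that group and 0.12 to 0.18 in the others. The arrays lay on 5 slides scanned on 3 days. P2.5 and P3.5 shared 2 slides, with each group on both, and P5.5 and P14.5 shared the other 3 slides. On 1 of these 3 slides, P14.5 was represented by hyperoxia replicates 29 and 31 without a normoxia array of that age.

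**Figure D1:**
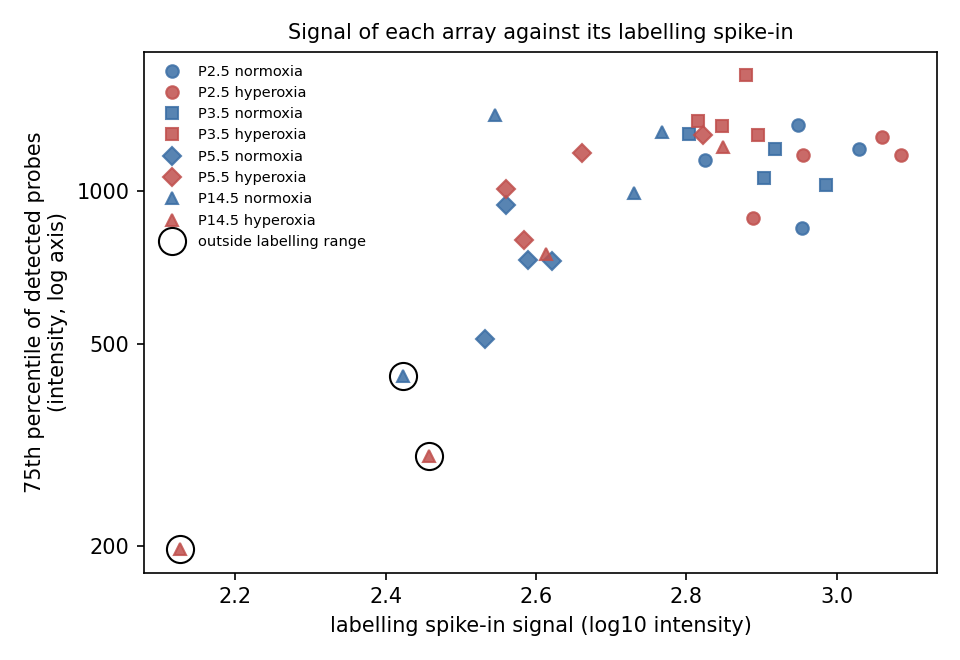
The 75th percentile of the detected probes (intensity, log axis) is plotted against the labelling spike-in signal (log10 intensity) for the 32 arrays, coloured by exposure and shaped by age. The 3 ringed arrays, all of P14.5, were outside the accepted labelling range and had 75th percentile signals of 432, 301 and 198.

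The first question was which lung miRNAs differed between hyperoxia and normoxia at each age. At P2.5, limma found 0 of 286 miRNAs past an adjusted p of 0.05, with 74 at an unadjusted p under 0.05. The methods' t-test found 0, with 45 at an unadjusted p under 0.05. The 4 hyperoxia and 4 normoxia arrays did not overlap for 27 miRNAs (9.44%), where chance gives 2.86%. This count of 0 rested on single arrays. It became 36 without normoxia replicate 4, 12 without hyperoxia replicate 7 and 1 without hyperoxia replicate 6. Of the alternative settings, limma array weights, added after the data had been seen, moved it most, to 62 (60 higher and 2 lower in hyperoxia). The 3 smallest p-values belonged to miRNAs of chromosome 12 that were higher in all 4 hyperoxia arrays than in any normoxia array. miR-136-5p (110833541 to 110833562, mm9) was higher by 0.49 log2 units (SE 0.085, limma adjusted p 0.0769, n = 4 per group). miR-376b-5p (110961681 to 110961702) was higher by 0.47 (SE 0.098, limma adjusted p 0.114), and miR-136-3p (110833576 to 110833597) by 0.46 (SE 0.099, limma adjusted p 0.114). Without normoxia replicate 4 these 3 adjusted p-values were 0.00854, 0.0162 and 0.0259, and without hyperoxia replicate 7 that of miR-136-5p was 0.0338.

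At P3.5, 8 of 303 miRNAs passed, 5 higher and 3 lower in hyperoxia, with 51 at an unadjusted p under 0.05. The methods' t-test passed 3, with 44 at an unadjusted p under 0.05. The count was 28 with array weights (added later) and 13 after quantile normalization. It fell to 5, 5, 3, 4, 4 and 2 without normoxia replicates 11 and 12 and hyperoxia replicates 13, 14, 15 and 16. The split of the calls depended on the setting, with 2 higher and 10 lower under normexp background correction and 10 higher and 2 lower with the higher floor. Hyperoxia and normoxia arrays did not overlap for 13.2% of miRNAs tested, where chance gives 2.86%.

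The largest P3.5 change was in miR-3107-5p, which the array joins with miR-486 (chromosome 8, 24253067 to 24253080). This miRNA is on the erythroid list, and blood content stays open as a source of that list's fall at P3.5. miR-3107-5p was 3.22 ± 0.46 log2 units in hyperoxia and 4.67 ± 0.48 in normoxia (SD, n = 4), a difference of -1.45 (SE 0.292, limma adjusted p 0.0418). It was detected on 3 of the 4 hyperoxia arrays. It no longer passed without normoxia replicate 9, 11 or 12 or hyperoxia replicate 13, 14 or 16, with limma adjusted p from 0.0665 to 0.131, or with slide as a block (-1.45, 0.0679). miR-135b-5p (chromosome 1, 134094680 to 134094702) was higher by 0.87 (SE 0.140, limma adjusted p 0.0184) and no longer passed without normoxia replicate 11 or hyperoxia replicate 13, 15 or 16, with limma adjusted p from 0.0539 to 0.0751. miR-3470a, whose probes map to 2 positions, differed by -0.70 (SE 0.077, limma adjusted p 0.00528). miR-503-5p (chromosome X, 50407173 to 50407188) differed by -0.58 (SE 0.084, limma adjusted p 0.0121) and no longer passed without hyperoxia replicate 16 (limma adjusted p 0.0648). miR-200b-5p (chromosome 4, 155429805 to 155429819) also passed (limma adjusted p 0.00847), but its signal was too low to measure a rise. It was not well above background on any normoxia array of that age, its hyperoxia mean of 2.23 lay below the limit of 3.39 for those arrays, and its direction flipped to -0.24 under normexp background correction. For each of these 5 miRNAs, all 4 hyperoxia arrays lay on one side of all 4 normoxia arrays, which the naming rule required. Over all recomputations, single arrays left out and the methods' t-test included, miR-3107-5p passed in 7 of 20 (adjusted p by either tool 0.00684 to 0.177), miR-135b-5p in 14 of 21 (0.00976 to 0.0959) and miR-3470a in 19 of 21 (0.00141 to 0.549). miR-503-5p passed in 18 of 21 (adjusted p by either tool 0.00283 to 0.137) and miR-200b-5p in 14 of 20 (0.00283 to 1).

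At P5.5, 64 of 254 miRNAs passed, 16 higher and 48 lower in hyperoxia, with 93 at an unadjusted p under 0.05. Of these 64, 2 had a fitted change of at least 2-fold. They include miR-335-3p, whose change to the limit was 1.83-fold. The methods' t-test passed 47, with 87 at an unadjusted p under 0.05. Hyperoxia and normoxia arrays did not overlap for 29.9% of miRNAs, where chance gives 2.86%. The median difference over all miRNAs tested was -0.10, and 75% of calls were lower. After quantile normalization that median was -0.000767 and 38 miRNAs passed, 20 higher and 18 lower. The 75th percentile over all probes moved the count most, to 10 (7 higher and 3 lower). Without normoxia replicate 17 and hyperoxia replicates 22 and 24 the count was 41, 39 and 40.

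The largest fitted P5.5 change was in miR-335-3p (chromosome 6, 30691355 to 30691375), at 2.61 ± 0.57 in hyperoxia and 4.45 ± 0.43 in normoxia (SD, n = 4), a difference of -1.84 (SE 0.313, limma adjusted p 0.00583). It was detected on 1 of the 4 hyperoxia arrays and lay below the lowest signal well above background on all 4, so its size and rank depend on background. With those 4 values raised to that limit the difference was -0.87, smaller than that of miR-34a-5p. miR-34a-5p, given in full with its family, was higher by 1.71. miR-1a-3p, whose probes map to 2 positions and which is abundant in muscle and heart, differed by -0.93 (SE 0.272, limma adjusted p 0.0404). It passed only in the full set and without normoxia replicate 18 among the fits of this age that left out an array. Without normoxia replicate 17, 19 or 20 or hyperoxia replicate 21, 22, 23 or 24 its limma adjusted p was 0.0573 to 0.0892. With slide as a block the call was also lost (-0.72, limma adjusted p 0.100). In that blocked fit hyperoxia replicate 23, alone of its age on its slide, drops out of the comparison. Heart or muscle tissue in some samples stays open for miR-1a-3p. miR-503-5p differed by -0.92 (SE 0.089, limma adjusted p 0.000417). miR-351-5p (chromosome X, 50406455 to 50406470) differed by -0.85 (SE 0.103, limma adjusted p 0.00148). Each of these 5 differences was shown by all 4 hyperoxia arrays against all 4 normoxia arrays, which the naming rule required. Over all recomputations, miR-335-3p passed in 20 of 21 (adjusted p by either tool 0.000115 to 0.0783), miR-1a-3p in 7 of 22 (0.0162 to 0.713), miR-503-5p in 22 of 22 (9.72e-07 to 0.0246) and miR-351-5p in 21 of 22 (0.000406 to 0.242).

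At P14.5, 46 of 222 miRNAs passed, 13 higher and 33 lower in hyperoxia, with 81 at an unadjusted p under 0.05. Of these 46, 32 had a fitted change of at least 2-fold, 10 higher and 22 lower. They include miR-150-5p and miR-503-5p, whose changes to the limit were 1.46-fold and 1.94-fold. The methods' t-test passed 18, with 67 at an unadjusted p under 0.05. Hyperoxia and normoxia arrays did not overlap for 38.3% of miRNAs, where chance gives 2.86%. The median SE was 0.328 log2 units, against 0.095 at P2.5, 0.11 at P3.5 and 0.102 at P5.5. The fit of all 32 arrays raised the count most, to 131, and the 75th percentile over all probes lowered it most, to 2 (0 higher and 2 lower), where the median difference over all miRNAs was -0.53. Without the 3 arrays of low labelling, an alternative added later, it was 86 (30 higher and 56 lower). With slide as a block, where hyperoxia replicates 29 and 31 share no slide with normoxia and drop out of the comparison, it was 24. Without normoxia replicate 25, 26, 27 or 28 it was 14, 15, 16 or 15, and without hyperoxia replicate 31 it was 97.

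The largest P14.5 change was in miR-21-5p (chromosome 11, 86397588 to 86397607), at 14.11 ± 0.42 in hyperoxia and 11.20 ± 0.16 in normoxia (SD, n = 4), a difference of 2.90 (SE 0.240, limma adjusted p 0.000126). miR-150-5p (chromosome 7, 52377138 to 52377153) differed by -2.25 (SE 0.20, limma adjusted p 0.000164). It was detected on 2 of the 4 hyperoxia arrays and lay below the limit on all 4, where the difference to the limit was -0.55. Its direction flipped to 0.26 under normexp background correction. miR-34a-5p was higher by 2.23. miR-551b-3p (chromosome 3, 29315802 to 29315821) differed by -2.13 (SE 0.159, limma adjusted p 0.000126). miR-195-5p (chromosome 11, 70048566 to 70048584) differed by -1.93 (SE 0.359, limma adjusted p 0.0106). Its call was lost with slide as a block (-1.58, limma adjusted p 0.0637), a fit that drops hyperoxia replicates 29 and 31 from the comparison. Each of these 5 differences was shown by all 4 hyperoxia arrays against all 4 normoxia arrays, which the naming rule required. Over all recomputations, miR-21-5p passed in 22 of 23 (adjusted p by either tool 5.33e-15 to 0.0856), miR-150-5p in 21 of 22 (1.24e-14 to 0.699), miR-551b-3p in 22 of 23 (9.10e-13 to 0.210) and miR-195-5p in 17 of 23 (7.99e-09 to 0.111).

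**Figure D2:**
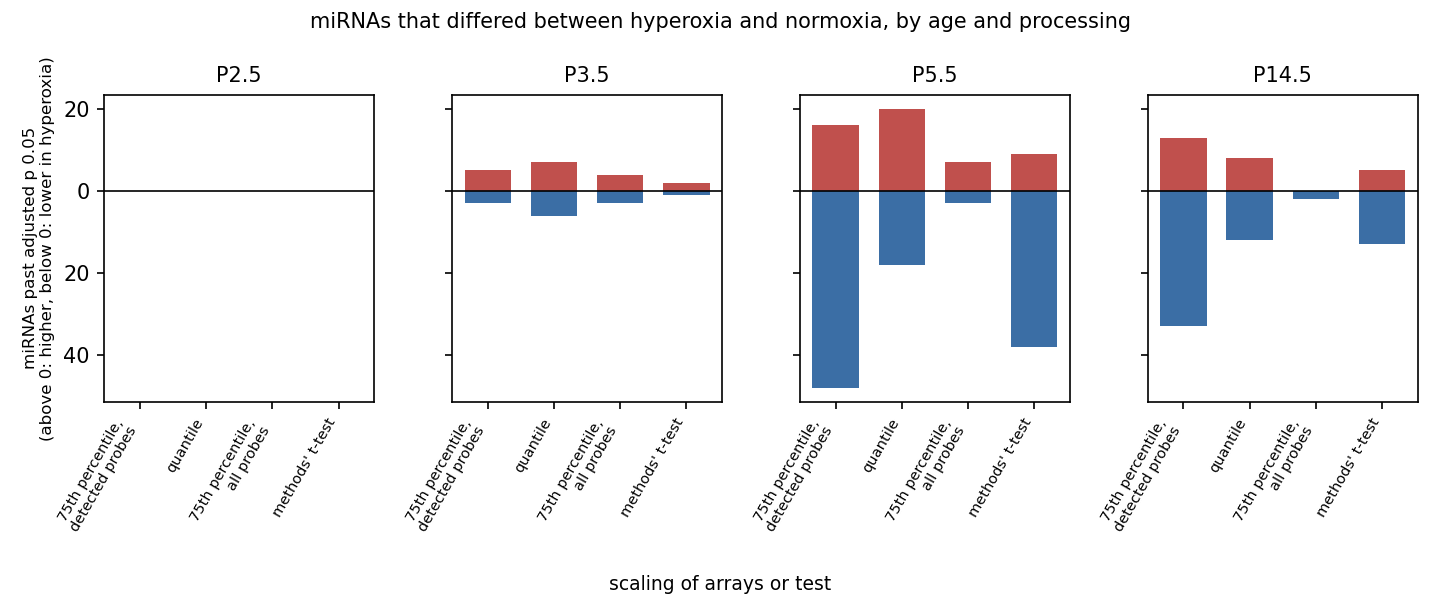
Bars give the number of miRNAs past an adjusted p of 0.05 at each age, higher in hyperoxia above 0 and lower in hyperoxia below 0, under 3 ways of scaling the arrays and under the methods' t-test. At P5.5 the 48 lower miRNAs of the first bar became 18 after quantile normalization and 3 with the 75th percentile over all probes, and at P14.5 the 33 lower miRNAs became 12 and 2.

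The calls of P3.5 and P5.5 shared 4 miRNAs (miR-503-5p, miR-135b-5p, miR-34a-5p and miR-21-5p), those of P3.5 and P14.5 shared 3 (miR-503-5p, miR-34a-5p and miR-21-5p), and those of P5.5 and P14.5 shared 17. All shared calls had the same direction at both ages.

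The study singled out miR-34a-5p (chromosome 4, 149442584 to 149442603), so its level was given at every age. At P2.5 it was 8.97 ± 0.06 log2 units in hyperoxia and 8.86 ± 0.06 in normoxia (SD, n = 4), a difference of 0.11 (SE 0.064, limma adjusted p 0.315, exact permutation p 0.0571). That direction flipped to -0.09 with the 75th percentile over all probes and to -0.00499 with the total gene signal. At P3.5 it was 9.33 ± 0.16 and 8.81 ± 0.10, a difference of 0.52 (SE 0.096, limma adjusted p 0.0374, exact permutation p 0.0286). All 4 hyperoxia arrays were higher, but the call was lost without any 1 of the 8 arrays, with limma adjusted p from 0.0511 to 0.0819. At P5.5 it was 10.53 ± 0.27 and 8.81 ± 0.07, a difference of 1.71 or 3.28-fold (SE 0.129, limma adjusted p 0.000246, exact permutation p 0.0286). At P14.5 it was 10.75 ± 0.23 and 8.52 ± 0.13, a difference of 2.23 or 4.69-fold (SE 0.181, limma adjusted p 0.000126, exact permutation p 0.0286). The call at P14.5 was lost with the 75th percentile over all probes (1.81, limma adjusted p 0.0856, over a range of 5.33e-15 to 0.0856 among its alternatives).

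**Figure D3:**
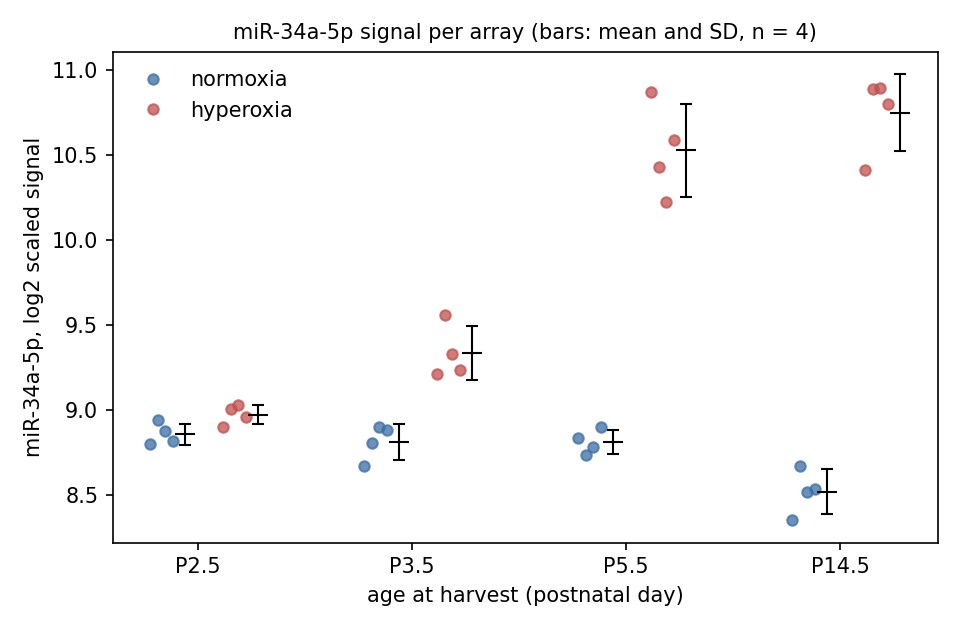
miR-34a-5p signal (log2 scaled signal) is plotted for each of the 32 arrays by age and exposure, with the mean and SD of each group of 4. The hyperoxia arrays at P5.5 lie between 10.22 and 10.87 and at P14.5 between 10.41 and 10.89, above all normoxia arrays.

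Of the other family members, miR-34a-3p was not detected on any array, and miR-34b-3p, miR-34c-3p, miR-34b-5p and miR-34c-5p lie on chromosome 9. In 15 tests of a family member at an age, 4 passed over all miRNAs tested and 6 passed when adjusted over the list alone. The 4 were miR-34a-5p at P3.5, P5.5 and P14.5, and miR-34b-5p (50911682 to 50911702) at P5.5. miR-34b-5p was then higher by 0.39 (SE 0.117, limma adjusted p 0.0443), but its arrays overlapped (exact permutation p 0.0571). It no longer passed without normoxia replicate 17, 18 or 19 or hyperoxia replicate 21, 22 or 24, with limma adjusted p from 0.0886 to 0.111. Over all recomputations it passed in 8 of 22 (adjusted p by either tool 0.0314 to 0.205), and it was lost under quantile normalization (limma adjusted p 0.0691) and with the methods' t-test (adjusted p 0.0854). At P5.5, miR-34c-5p (50911154 to 50911173) was higher by 0.32 (limma adjusted p 0.0799) and miR-34c-3p (50911192 to 50911205) by 0.42 (limma adjusted p 0.0806). These 2 passed when adjusted over the list alone, and each passed over all miRNAs in 2 recomputations. For miR-34c-5p these were slide as a block (0.36, limma adjusted p 0.0437) and hyperoxia replicate 23 left out (limma adjusted p 0.0492), over a range of 0.0437 to 0.357. The blocked fit of P5.5 also drops replicate 23 from the comparison, so these 2 are not independent. For miR-34c-3p the 2 recomputations were quantile normalization (0.54, limma adjusted p 0.0400) and normoxia replicate 20 left out (limma adjusted p 0.0381), over a range of 0.0381 to 0.561. miR-34c-3p flipped to -0.40 under normexp background correction. It was detected on all 4 hyperoxia and 2 of the 4 normoxia arrays, for which 1 probe suffices. Its mean over probes lay below the limit on all 4 normoxia and 3 of the 4 hyperoxia arrays. That signal was too low to measure a rise. miR-34b-3p (50911724 to 50911738) was tested at P3.5 alone and was higher by 0.19 (limma adjusted p 0.394), which flipped to -0.21 under normexp background correction. The differences of miR-34b-5p and miR-34c-5p at P2.5, P3.5 and P14.5 lay between -0.15 and 0.08 with limma adjusted p from 0.602 to 0.917, and that of miR-34c-3p at P3.5 was 0.15 (limma adjusted p 0.604). At 1 or more of those ages, the direction of miR-34b-5p, miR-34c-5p and miR-34c-3p flipped under other settings.

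Averaged over the 4 ages, with all 32 arrays in 1 fit, 96 of 319 miRNAs differed between hyperoxia and normoxia, 40 higher and 56 lower, with 134 at an unadjusted p under 0.05. The 75th percentile over all probes moved that count most, to 18. miR-34a-5p (1.15, SE 0.059, limma adjusted p 1.09e-14), miR-21-5p (1.01, SE 0.076, limma adjusted p 2.92e-11) and miR-135b-5p (1.01, SE 0.097, limma adjusted p 4.86e-09) showed the largest fitted rises. miR-503-5p (-0.87, SE 0.056, limma adjusted p 1.37e-12), miR-150-5p (-0.76, SE 0.062, limma adjusted p 1.79e-10) and miR-551b-3p (-0.72, SE 0.072, limma adjusted p 7.93e-09) showed the largest fitted falls. For miR-135b-5p the average takes in a fitted 2.06 at P14.5, where it was not well above background on any normoxia array and was detected on 2 hyperoxia arrays, so the size and rank of its average are not measured. At the 3 earlier ages its difference was 0.40, 0.87 and 0.68. miR-503-5p and miR-150-5p were each detected on 2 of the 4 P14.5 hyperoxia arrays. At P14.5 the fitted difference of miR-150-5p was -2.25 and to the limit -0.55, and that of miR-503-5p was -1.81 and to the limit -0.96, so the size and rank of these 2 averages are not measured either. Under normexp background correction these 3 calls were lost, with 0.29 for miR-135b-5p (limma adjusted p 0.398, over a range of 6.42e-10 to 0.398), -0.32 for miR-503-5p (0.142, over 4.89e-14 to 0.142) and -0.13 for miR-150-5p (0.998, over 4.12e-13 to 0.998). Each passed in the other 42 of 43 recomputations. The group means differed in the same direction at all 4 ages for these miRNAs, except for miR-551b-3p, whose difference was 0.14 at P3.5.

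Whether the effect of hyperoxia differed between ages was tested in the same fit. It differed for 122 of 319 miRNAs, with 144 at an unadjusted p under 0.05, and normexp background correction moved the count most, to 43. The 5 smallest p-values belonged to miR-34a-5p (F 71.4, limma adjusted p 1.59e-10), miR-21-5p (F 70.6, 1.59e-10), miR-150-5p (F 65.1, 2.72e-10), miR-146a-5p (F 56.3, 1.08e-09) and miR-497-5p (F 55.0, 1.13e-09). From P2.5 to P14.5, the difference went through 0.11, 0.52, 1.71 and 2.23 for miR-34a-5p and through 0.23, 0.34, 0.59 and 2.90 for miR-21-5p. For miR-150-5p the fitted difference went through -0.25, -0.09, -0.45 and -2.25, but at P14.5 all 4 hyperoxia arrays lay below the limit. To the limit the P14.5 difference was -0.55, so growth from P5.5 to P14.5 was not measured for this miRNA. For miR-146a-5p (chromosome 11, 43187907 to 43187925) it went through 0.08, 0.30, 0.10 and -1.34. For miR-497-5p (chromosome 11, 70048234 to 70048253) it went through -0.15, 0.07, -0.36 and -1.50. Under normexp background correction miR-146a-5p and miR-150-5p no longer passed (limma adjusted p 0.325 and 0.361).

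The last question was how miRNA levels changed with age in normal and in disturbed late lung development. In normoxia, 224 of 308 miRNAs differed between P14.5 and P2.5, 81 higher and 143 lower at P14.5, with 229 at an unadjusted p under 0.05. The methods' t-test passed 214. For 38 of the 224, 1 of the 2 groups was not well above background on any array. Normexp background correction moved the count most, to 104 (57 higher and 47 lower). Slide set, scan day and the euthanasia agent all changed between these ages, so within this contrast they cannot be told apart from age. P5.5 and P14.5 shared slides, but their normoxia arrays met on 1 slide alone, with 2 arrays of each age, among them replicate 28 of low labelling. With slide as a block, in a fit of the 16 arrays of both exposures, 116 of 275 miRNAs differed between these 2 ages in normoxia. Of the 196 calls of the P14.5 to P2.5 contrast tested there, 112 also passed, but both contrasts use the same P14.5 arrays. Without replicate 28 the blocked fit gave 109 of 312. In a comparison without shared arrays, the P14.5 arrays off that slide gave 275 calls against P2.5, and 201 of these were looked up on that slide against P5.5. There 190 (94.5%) had the same direction, where unrelated directions would give 52.6%, and without replicate 28 it was 187.

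Among the rises in normoxia, miR-5130 (chromosome 14, 103381780 to 103381790) was at least 3.84-fold higher at P14.5, miR-1967 (chromosome 8, 126546597 to 126546610) at least 4.18-fold higher and miR-3472 (chromosome X, 141473944 to 141473957) at least 9.93-fold higher. None of these 3 was well above background at P2.5. Their limma adjusted p-values were 7.62e-08, 1.17e-08 and 2.88e-08. Among the falls, miR-135b-5p was at least 4.35-fold lower (limma adjusted p 1.35e-11) and miR-411-3p (chromosome 12, 110948440 to 110948456) at least 2.27-fold lower (limma adjusted p 2.53e-09). miR-205-5p (chromosome 1, 195333669 to 195333684) was at least 1.76-fold lower (limma adjusted p 0.00319), with its P2.5 mean raised by replicate 4 of that group. Without that replicate the limit was 1.01-fold, so for miR-205-5p a fall in the other arrays was not measured. None of these 3 was well above background at P14.5. Under normexp background correction all 3 calls of falls were lost, with limma adjusted p of 0.0527 for miR-135b-5p (range 1.46e-15 to 0.0527), 0.455 for miR-411-3p (range 7.27e-14 to 0.455) and 0.742 for miR-205-5p (range 1.52e-04 to 0.742). miR-205-5p was also lost with the higher floor (limma adjusted p 0.285). The 3 rises passed in all 29 recomputations. Their size differed by slide among the P14.5 normoxia arrays. Replicates 25 and 27, which shared a slide, gave 6.36 and 6.10 for miR-5130, and replicates 26 and 28, on another, gave 4.75 and 4.88. For miR-1967 the values were 6.15 and 6.05 against 5.14 and 5.26, and for miR-3472 7.46 and 7.27 against 6.27 and 6.58. The fold limits above come from group means, so slide may account for part of their size. All 4 arrays of each age lay on one side of the other age for these 6 miRNAs.

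In hyperoxia, 213 of 313 miRNAs differed between P14.5 and P2.5, 46 higher and 167 lower at P14.5, with 222 at an unadjusted p under 0.05. The methods' t-test passed 112, with 156 at an unadjusted p under 0.05. Here too, 38 of the calls had 1 group that was not well above background. Detection on every array moved the count most, to 85 of the 132 miRNAs then tested, and under normexp background correction the split became 94 higher and 31 lower. miR-5128 (chromosome 2, 37543780 to 37543793) was higher by 4.94 (SE 0.754, limma adjusted p 4.50e-05), miR-5105 (chromosome 5, 147072599 to 147072608) by 4.31 (SE 0.627, limma adjusted p 3.07e-05) and miR-3960 (chromosome 2, 32568475 to 32568485) by 4.17 (SE 0.594, limma adjusted p 2.49e-05). Without replicate 31, of low labelling, these rises were 4.28, 3.71 and 3.55. Over all recomputations their lowest values were 4.06, 2.39 and 3.21. miR-322-3p (chromosome X, 50407499 to 50407512) differed by -3.79 (SE 0.131, limma adjusted p 1.47e-11) and was detected on 1 of the 4 P14.5 arrays, all of which lay at the floor, and to the limit the difference was -0.13. Its direction flipped to 0.46 under normexp background correction. miR-1a-3p differed by -3.51 (SE 0.982, limma adjusted p 0.00552) with overlapping arrays, and without replicate 31 by -2.25. With the methods' t-test it no longer passed (adjusted p 0.130, over a range of 5.04e-04 to 0.130). miR-335-5p (chromosome 6, 30691319 to 30691336) differed by -3.36 (SE 0.390, limma adjusted p 3.46e-06), and without replicate 31 by -2.80. The number of calls in hyperoxia was not tested against that in normoxia.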

Values the study reported

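The study exposed newborn mice to 85% O2 as its hyperoxia model. From its arrays, it reported 10 deregulated miRNA species at P5 and 4 at P14. By RT-PCR, it reported raised miR-34a-5p at P3, P5 and P14, and little or no effect on the other family members. Elsewhere it mentioned higher miR-34b-3p and miR-34c-3p in lungs under hyperoxia.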

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

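In this part, the tests of the low-labelling arrays and of slide on the difference between ages, of the number of outlying samples, of low signal for miR-205-5p, of labelling for replicate 28 and of background for miR-335-3p were chosen after the result had been seen. The other tests were set beforehand.

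The effect of hyperoxia differed between ages for 122 of 319 miRNAs. The smallest limma adjusted p-values were 1.59e-10 for miR-34a-5p, 1.59e-10 for miR-21-5p, 2.72e-10 for miR-150-5p, 1.08e-09 for miR-146a-5p and 1.13e-09 for miR-497-5p. For miR-150-5p the size of the P14.5 difference was not measured, since all 4 hyperoxia arrays lay below the limit. Among 100 random splits of the arrays within ages, the real one included, 1 gave as many miRNAs and the next gave 109, so chance was excluded. Without the 3 P14.5 arrays of low labelling the count was 160 of 350 and held 113 of the 122, which argues against those arrays as the cause. With slide as a block it was 106 and held 102 of the 122, which argues against slide as the whole cause. Between the 3 earlier ages alone, 31 of 303 miRNAs (10.2%) differed, so P14.5 was not the only source. The scaling of arrays and the background correction stay open as part of the count, since it was 43 under normexp, 59 with the 75th percentile over all probes and 88 after quantile normalization. So does the sharing of 1 spread per miRNA between ages, since replicates varied most in the P14.5 hyperoxia group. An effect that grows with age or with the length of exposure, which rose together in this design, stays open as untested.

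Samples far from the rest of their group were sought by the gap between an extreme sample and its nearest neighbour, divided by the range of the group of 4. Of 110 groups of values, 7 (6.36%) were past the 95% limit, where chance gives about 5% (two-sided exact binomial p 0.506). Their number gives no sign of more than chance, and each case below may be a chance event.

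On P3.5 normoxia replicate 9, miR-34b-5p was 8.83 against 8.32 to 8.40 on the other arrays (ratio 0.848) and miR-34c-3p was 3.56 against 3.01 to 3.08 (ratio 0.876). Both lie within a short stretch of chromosome 9, so they are not independent cases. A candidate explanation is more ciliated airway epithelium in that sample. miR-449a-5p, listed for it before the test, was 0.61 higher there than on the other 3 arrays (10.14 against 9.49 to 9.57). That marker was detected on all 32 arrays, and its 10.14 on this array was the highest of them. The next values were close, at 10.02 on P2.5 hyperoxia replicate 6 and 10.01 on P3.5 hyperoxia replicate 16. Chance stays open too. Without this array the P3.5 difference was 0.14 for miR-34b-5p and 0.27 for miR-34c-3p.

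On P14.5 normoxia replicate 28, 223 miRNAs were detected against 310 to 323 on the other arrays (ratio 0.870). Its labelling spike-in signal of 2.42 (log10) was outside the accepted range, which is consistent with low labelling as the cause. No biological explanation was tested. Without this array the P14.5 count was 15 of 289 miRNAs.

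On P5.5 hyperoxia replicate 21, miR-335-3p was 1.76 against 2.85 to 2.96 (ratio 0.905). This lay below the lowest signal that was well above background on that array, with a difference of -1.84. The other 3 hyperoxia arrays also lay below their own limits, so this does not single out replicate 21, and signal near background and chance stay open. The array is not needed for the call, since without it the P5.5 difference was -1.55.

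On P2.5 normoxia replicate 4, miR-205-5p was 6.99 against 3.52 to 4.04 (ratio 0.85). The array's own low signal is argued against, because before scaling the miRNA was still 2.66 higher than on the other 3 arrays. A candidate explanation is squamous epithelium, such as oesophagus or skin, in the sample. Its other marker, miR-203-3p, was 1.46 higher there (5.96 against 4.44 to 4.53). The same pair was raised on P2.5 hyperoxia replicate 8 (7.74 and 6.42), P3.5 normoxia replicate 11 (6.81 and 5.65), P5.5 normoxia replicate 19 (6.20 and 5.04) and P14.5 hyperoxia replicate 29 (5.94 and 6.46), which was noticed later. miR-203-3p was detected on 30 of the 32 arrays, so the lung also holds it, and a difference within the lung stays open. With this array the normoxia fall of miR-205-5p from P2.5 to P14.5 was at least 1.76-fold, and without it the lower limit was 1.01-fold.

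For the remaining cases no explanation other than chance was tested. On P3.5 hyperoxia replicate 13, miR-34b-3p was 3.37 against 3.67 to 3.71 (ratio 0.892), within the normoxia range of 3.27 to 3.51. On P14.5 normoxia replicate 26, miR-551b-3p was 8.35 against 8.16 to 8.19 (ratio 0.880). Leaving out any array of that age kept the difference of miR-551b-3p between -2.18 and -2.06. No biological explanation was tested for either.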

How the results depend on the processing

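Array weights, the labelling spike-in covariate and the removal of 3 arrays of low labelling were chosen after the results had been seen. So was the treatment of a value of exactly 0 for miR-200b-5p at P3.5 with the higher floor as a lost call, not a reversed one. No paired analysis was possible because the labels number the samples 1 to 32 without repeats. In all, 64 results were recomputed, giving 1803 values. Arrays left out aside, named miRNAs kept direction and side of the threshold in 567 values, lost the call in 55, gained it in 6 and reversed in 24. For the counts and miR-34a-5p, 119 values were kept, 42 counts moved by over 1.5 times, 4 calls were lost and 2 reversed. The miR-34 family count was 4 under both of its alternatives, but after quantile normalization miR-34c-3p at P5.5 took the place of miR-34b-5p. Unless a cause is given, the cause was not tested.

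With the 75th percentile over all probes, counts were 10 at P5.5, 2 at P14.5, 18 for the average and 59 for the test between ages. miR-34a-5p was -0.089 at P2.5 and 1.81 at P14.5 (limma adjusted p 0.0856, range 5.33e-15 to 0.0856). At P2.5 miR-34b-5p was -0.13 and miR-34c-5p -0.15, and at P14.5 miR-34c-5p was -0.36. Quantile normalization gave 13 at P3.5, 38 at P5.5, 20 at P14.5 and 53 for the average, with miR-34b-5p at -0.16 and miR-34c-5p at -0.15 at P2.5. The deposited series values gave 37 at P5.5, 15 at P14.5, 46 for the average and 62 for the test between ages, with miR-34b-5p at -0.16 and miR-34c-5p at -0.15 at P2.5.

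Scaling also moved the median of all miRNAs tested. At P2.5 it was 0.09 and became -0.11 with all probes, -0.025 after quantile normalization, -0.026 with the total gene signal and -0.036 with the series values. At P3.5 it was 0.000408, 0.13 with all probes and -0.19 under normexp. At P5.5 it was -0.10, 0.00202 with all probes, -0.000767 after quantile normalization, 0.011 with the series values and -0.33 under normexp. At P14.5 it was -0.10, -0.53 with all probes, -0.22 after quantile normalization, -0.35 with the series values and 0.48 under normexp. In the age contrasts it was -0.20 in normoxia and -0.65 in hyperoxia, -0.61 and -1.19 with all probes, -0.34 and -0.77 with the total gene signal, -0.089 and -0.39 with the higher floor, and 0.08 and 0.60 under normexp. With the series values it was -1.20 in hyperoxia and, for the average over ages, -0.11 against -0.0076. Calls that were lower made up 75% at P5.5 and 71.7% at P14.5, against 47.4% and 60% after quantile normalization, 48.6% and 46.7% with the series values, 30% and 100% with all probes, and 93.3% and 50% under normexp.

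Normexp background correction gave 30 at P5.5, 12 at P14.5, 24 for the average, 43 for the test between ages, and 104 and 125 for the normoxia and hyperoxia age contrasts. It reversed miR-150-5p at P14.5 (0.26), miR-200b-5p at P3.5 (-0.24) and miR-322-3p in the hyperoxia age contrast (0.46). It also reversed miR-34b-5p (-0.00824), miR-34b-3p (-0.21) and miR-34c-3p (-0.23) at P3.5, miR-34c-3p at P5.5 (-0.40) and miR-34b-5p at P14.5 (0.14). Its offset is rescaled with each array, so by construction dim miRNAs follow the scale factor. The total gene signal gave 1 at P2.5, 25 at P14.5 and 76 for the test between ages. Under it miR-34a-5p (-0.00499), miR-34b-5p (-0.051) and miR-34c-5p (-0.067) reversed at P2.5, and miR-34b-5p reversed at P14.5 (0.036). The higher floor reversed miR-34c-3p at P3.5 (-0.0144).

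Without a detection filter the counts were 5 at P3.5 and 41 at P5.5, and miR-34a-5p at P3.5 (0.52) had a limma adjusted p of 0.112, with 1079 miRNAs tested. Across its alternatives, limma and the methods' t-test together, the adjusted p ran from 0.0103 to 0.123. Without the filter, 61.5% of miRNAs at P2.5, 61.0% at P3.5, 60.3% at P5.5 and 53.8% in the normoxia age contrast had no spread within groups, and limma gives a warning that its variance estimates are unreliable in these fits. Their counts are therefore no measure of stability. With detection on every array, where fewer were tested, counts were 30 at P14.5, 54 for the average, 59 for the test between ages, 134 for normoxia and 85 for hyperoxia. With slide as a block they were 4 at P3.5 and 24 at P14.5, miR-34a-5p at P3.5 (0.52) had 0.0616, and miR-34b-5p at P14.5 was 0.14. The blocked fit of P14.5 drops hyperoxia replicates 29 and 31 from the comparison, so its changes are not those of slide alone. The fit of all 32 arrays gave 1 at P2.5, 17 at P5.5 and 131 at P14.5, since it shares 1 spread per miRNA between ages of unequal spread. The methods' t-test gave 3 at P3.5, 18 at P14.5 and 112 for hyperoxia, and an adjusted p of 0.123 for miR-34a-5p at P3.5 (0.52). Estimated correlations left 0 list tests past the threshold with camera, with 1 at an unadjusted p under 0.05, where the preset correlation gave 11 and fry 9.

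Of the alternatives added later, array weights gave 62 at P2.5, 28 at P3.5, 89 at P14.5 and 146 for the average. With them miR-34b-5p (-0.0164) and miR-34c-5p (-0.00189) reversed at P2.5 and miR-34c-5p at P14.5 (-0.00704). Without the 3 arrays of low labelling, the P14.5 count was 86 and miR-34b-5p at P14.5 was 0.13. The spike-in covariate kept the counts of P5.5 and P14.5 within 1.5 times.

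Leaving out 1 array gave 0 to 36 at P2.5, highest without normoxia replicate 4. It gave 2 to 8 at P3.5, 39 to 58 at P5.5, and 14 to 97 at P14.5, highest without hyperoxia replicate 31. miR-34a-5p at P3.5 ran from 0.45 to 0.56, with the call lost each time. miR-34b-5p at P3.5 ran from -0.026 to 0.14, miR-34c-5p from -0.025 to 0.11 at P2.5 and from -0.019 to 0.13 at P14.5. The other ranges stayed within 1.5 times, at 86 to 139 for the average, 111 to 167 for the test between ages, 217 to 253 and 197 to 239 for the normoxia and hyperoxia age contrasts, 3 to 5 for the family and 9 to 13 for the lists. Across every alternative run, miR-34a-5p was higher in hyperoxia at P3.5 (0.45 to 0.65), P5.5 (1.52 to 1.85) and P14.5 (1.81 to 2.42). Signal over background limits what the arrays can show, since 165 to 331 of 1079 miRNAs were detected per array.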

Other observations

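In this part, the tests of scaling and of low labelling on the share of lower miRNAs, of the likeness of P5.5 and P14.5, of the 1 slide shared by normoxia arrays of P5.5 and P14.5, of blood content over the 3 earlier ages, of viral probes, and the comparison of neighbouring miRNAs with other splits were chosen after the result had been seen.

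At P5.5 the limma count was 64 and at P14.5 it was 46, and the methods' t-test gave 47 and 18. With a fitted change of at least 2-fold asked for as well, limma gave 2 and 32, and with the 75th percentile over all probes it gave 10 and 2. Without a fold limit, both tools gave more miRNAs than quoted from the study above, whereas under the other scaling limma did not. On the deposited series values limma gave 37 and 15, also more than quoted, so scaling is not shown to explain the gap. The labels gave these ages where the study wrote whole days. Whether a fold limit was used for the arrays of the study was not stated in its methods.

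The 8 arrays of an age can be split 4 against 4 in 35 ways. At P2.5, 35 of 35 splits gave at least the observed count of 0 with limma, where 74 miRNAs had an unadjusted p under 0.05 and the methods' t-test also gave 0. Any split gives at least 0, so this comparison decides nothing at P2.5. The largest count among the other splits of that age was 23, so a count of that size can come from another grouping of the arrays. At P3.5, P5.5 and P14.5, 1 of 35 splits, the real one, gave as many, and the largest other counts were 1, 0 and 27, so chance was excluded. For the average over ages, 1 of 100 splits gave as many, with 91 in the next, and for the miR-34 family 1 of 100, with 2 in the next. In the normoxia and hyperoxia age contrasts 1 of 35 splits gave as many. That split was also the split by slide set, so chance was excluded but slide set was not.

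The normoxia change between P14.5 and P2.5 was followed within slides. With slide as a block, in a fit of the 16 arrays of P5.5 and P14.5, 116 of 275 miRNAs differed between these ages in normoxia, and 109 of 312 without replicate 28. The normoxia arrays of these ages met on 1 slide alone, with 2 arrays each, so the fit leans on few arrays. Calls of the other P14.5 arrays against P2.5, which share no array with that slide, had the same direction there in 190 of 201 cases (94.5%), where unrelated directions would give 52.6%. This argues against slide set and scan day as the whole cause, and they stay open as part of it. Between P5.5 and P3.5, on different slides, 117 differed, and between P3.5 and P2.5, on the same slides, limma gave 0, with 13 at an unadjusted p under 0.05 and no other tool run. The euthanasia agent changed between P5.5 and P14.5 and stays open. In hyperoxia, the 46 miRNAs higher at P14.5 than at P2.5 had a median change of 2.75, and without the 3 arrays of low labelling of 2.04 (74.4% of it). Scaled-up background on those arrays is therefore argued against as the whole cause and may account for part.

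Lower miRNAs outnumbered higher ones at P5.5 (75% of calls) and at P14.5 (71.7%). After quantile normalization, the share was 47.4% at P5.5 and 60% at P14.5. That method brings all arrays to 1 distribution and so favours an even split, which makes these shares no test of the scaling of arrays. Over the ways of scaling and background correction, the share ran from 30% (75th percentile over all probes) to 93.3% (normexp) at P5.5, and from 46.7% (series values) to 100% (75th percentile over all probes) at P14.5. Scaling and a true excess of falls cannot be told apart at either age. Without the 3 arrays of low labelling it was 65.1%, which argues against those arrays as its cause.

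Of the 35 tests of lists, 11 passed, 6 of these also passed with fry, 9 after quantile normalization and 0 with estimated correlations. As many as 49 of 100 splits gave a count of 11 or more, so chance was not excluded for the lists as a whole. The Dlk1-Dio3 list was higher in hyperoxia at P2.5 (median 0.35, 26 of 27 members, camera adjusted p 3.33e-07) and at P14.5 (0.73, 10 of 10, 8.07e-05). It was lower at P3.5 (-0.17, 2 of 29 higher, 0.000530) and in normoxia at P14.5 against P2.5 (-2.28, 2 of 26 higher, 1.42e-06). The miR-17 clusters were lower at P5.5 (-0.38, 0 of 9 higher, 1.20e-05) and in normoxia at P14.5 (-0.79, 0 of 10 higher, 0.00413). Erythroid miRNAs were lower at P3.5 (-1.47, 0 of 4 higher, 0.000144) and P2.5 (-0.33, 0 of 4 higher, 0.00874). The miR-200 family (0.21, 5 of 5, 0.000807) and the miR-29 family (0.50, 3 of 3, 0.00594) were higher at P5.5. The let-7 family was lower at P2.5 relative to the other miRNAs (-0.01, 2 of 9 higher, 0.0179). No test of the muscle and heart list passed, with camera adjusted p from 0.126 to 0.936. At P2.5, where its median was 1.25 (3 of 3 higher), its adjusted p was 0.126, and it was 0.0202 after quantile normalization, 0.126 with fry and 0.662 with estimated correlations.

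The calls that fry also made were Dlk1-Dio3 in normoxia and at P14.5, the miR-17 clusters in both contrasts, erythroid miRNAs at P3.5 and the miR-200 family at P5.5. The sign of a list's median and of its test differed for the miR-17 clusters at P2.5, for Dlk1-Dio3 and let-7 at P5.5 and for muscle and heart miRNAs at P3.5, since the test is relative to the other miRNAs. For muscle and heart miRNAs in normoxia, the median was 0.12 and the mean -0.16.

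The mean of the Dlk1-Dio3 list was compared between hyperoxia and normoxia by an exact two-sided permutation test of 4 against 4. The p was 0.0857 at P2.5, 0.2 at P3.5, 0.429 at P5.5 and 0.0286 at P14.5, the smallest possible. Chance was thus not excluded at the first 3 ages, and at P14.5 it was excluded for this list taken alone. Of the other lists, erythroid miRNAs at P3.5, the miR-17 clusters and the miR-29 family at P5.5 and let-7 at P14.5 also had 0.0286. For the remaining camera calls between hyperoxia and normoxia the exact permutation p was 0.0571 for the miR-200 family at P5.5, 0.514 for erythroid miRNAs at P2.5 and 0.771 for let-7 at P2.5. Over the 28 list means tested, the adjusted p of the 5 lowest was 0.160. At least 16 means would have to share the smallest possible p to reach 0.05, so the adjusted value decides little.

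Erythroid miRNAs were lower in hyperoxia at P3.5. If less blood in those lungs were the source, their deviations from group means would move together, and a median pairwise correlation above 0.8 across the 32 arrays had been set as the criterion. The median across the 6 pairs of 4 miRNAs was 0.605, which missed it. After that value was seen, the 24 arrays of the 3 earlier ages were taken alone, which leaves out all P14.5 arrays and so the 3 of low labelling, and the median was 0.934 (lowest 0.887). Blood content may thus have varied between lungs at those ages, and it stays open as the source of the P3.5 difference, that of miR-3107-5p included. Heart or muscle tissue in some samples was tested in the same way on 4 muscle and heart miRNAs. The median was 0.594 across the 32 arrays, below the same criterion, and 0.626 across the 24. Single pairs ran from 0.242 to 0.980 across the 32. The median spread within groups was 0.889 log2 units, against 0.313 over all miRNAs tested. miR-1a-3p was 10.44 on P3.5 normoxia replicate 9 against 6.45 to 7.73 on the other arrays of that group. Such tissue is thus not excluded, also for the miR-1a-3p differences at P5.5 and between ages in hyperoxia.

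Slower development under hyperoxia would give an effect opposite to the normal change with age. Across miRNAs, which are not independent replicates, the Spearman correlation of the hyperoxia effect with the normoxia change between 2 other ages was -0.456 at P2.5, 0.100 at P3.5, 0.0220 at P5.5 and 0.0651 at P14.5. Among the 70 ordered splits of the arrays of an age, 10, 38, 39 and 41 gave a value as low. The criterion set beforehand was met at none of the 4 ages, and all values lay within the range of the splits. They were therefore read as undecided, a reading settled after the values had been seen, and slower development cannot be told apart from chance here.

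The hyperoxia effects at P5.5 and P14.5 had a Spearman correlation of 0.270 across 201 miRNAs, and 610 of 4900 pairs of splits gave one as high, so chance was not excluded. Of the 6 pairs of ages, P3.5 and P5.5 had the highest value, 0.510, reached by 62 of 4900 pairs of splits, with an adjusted share of 0.0759.

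miRNAs within 10000 bases of each other but not from 1 hairpin were compared, since shared transcripts would make their changes alike. The mean absolute difference in log2 change between neighbours was 0.148 at P2.5, 0.296 at P3.5, 0.217 at P5.5 and 0.411 at P14.5. In shuffles of positions, the permutation p was 3e-04, 0.2404, 0.0034 and 1e-04, the last of which is the smallest they can give. Neighbours thus shifted alike at P2.5, P5.5 and P14.5, which is consistent with shared transcripts, and not at P3.5. Of the 35 splits of the arrays, 14, 33, 19 and 2 gave neighbours as close relative to all pairs, none under 5% of the splits, so at P2.5, P5.5 and P14.5 alike variation between pups may be the source of the likeness, and hyperoxia is not shown to be.

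The array also carried 29 miRNAs of a cytomegalovirus and 28 of a gammaherpesvirus that the comparisons left out. Of these, 5 were detected on at least 1 array, and 1, mcmv-miR-m88-1, on over 0.5 of the arrays. It was detected on 9 of 16 normoxia and 14 of 16 hyperoxia arrays (two-sided Fisher's exact p 0.113). A single miRNA of the 29 decides neither for nor against infection, and cross-hybridization may give the same value.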
